A study of Mus musculus with 96 samples. Its data were reported in "ZNHIT3 Regulates Translation to Ensure Cell Lineage Differentiation in Mouse Preimplantation Development" (2025).

How the data were processed

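Single blastomeres were profiled by polyA RNA sequencing. They came from mouse 8-cell embryos of the B6D2F1 strain label, obtained from crosses between parents heterozygous for a Znhit3 null allele and freed of the zona before dissociation. The series holds 96 libraries, each from 1 blastomere, prepared by oligo-dT capture and the G&T-seq protocol, which separates RNA and DNA of the same cell. ERCC spike-in RNA, a mix of synthetic transcripts, was added to each lysate.

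Per the labels, the submitters' processing notes name Trimmomatic 0.39, STAR 2.7.6a, StringTie 2.1.4 and the GRCm38 build. The annotation release is not given in the sources used here. The count matrix that the authors deposited holds estimated counts for 55487 genes and 92 ERCC sequences, as whole numbers. On 873 ERCC values of at least 100 counts, coverage times length divided by the count gave a median of 74.9 bases and at most 75, so a count is coverage expressed in reads of that length. The abundance tables deposited by the authors give TPM, scaled over genes and ERCC sequences together, and the coverage signal of each gene, which was used only for this check. A count in the matrix is thus a unit of coverage and need not equal a sequenced read or fragment. The sources used here name no molecular identifiers, and PCR copies are not independent molecules. Intervals and floors treat each count as independent, so they can be too narrow even for counting error. They do not cover differences among libraries of a set.

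Libraries were grouped by the code in their titles, which makes 12 sets (R33, R34, R35, R39, R40, R42, R43, R45, R46, R48, R49 and R50) of 8 libraries each. The labels do not say what a code stands for, and they give no genotype. The study told null from control blastomeres by the ERCC-normalised level of Znhit3, and used reads over the deleted part of the gene to check genotypes. No genotype was assigned here, no library or set was sorted by its Znhit3 level, and no relation with Znhit3 was tested. Because the labels name no animal or embryo, blastomeres were not treated as replicates: each set counts as 1 sample, and no p-value was made from blastomeres.

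A library was kept when it had at least 100000 counts on genes and at least 5000 genes with a count. This kept 90 libraries and left out 6. Kept libraries had between 833006 and 18748629 counts on genes. Library sizes were scaled by TMM factors from edgeR 4.0.16 (R 4.3.3) and expressed as CPM (counts relative to the scaled library size). Levels of genes and lists per set are means over kept libraries, given as mean ± SD over 12 sets. Levels called summed in the text on Znhit3, Xist, Y-linked genes and box C/D snoRNAs are the summed counts of a set over its summed total, without TMM factors, with exact Poisson 95% intervals. Biotypes came from a GENCODE annotation of the same build, which matched 55227 gene identifiers. Coordinates are those of the authors' files.

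For each of the 10022 genes with a mean CPM of at least 5, the share of the variance of log2(CPM + 1) that lay between sets was computed, together with the residual variance within sets. Chance gives a share of 0.124 with these numbers of sets and libraries. Within-set spread is the log2 ratio of the residual variance to its lowess trend on mean expression. For 26 gene lists, the median share and the median spread were placed among 10000 random lists of the same size matched on mean expression. A list was said to stand apart at or above percentile 97.5 or at or below percentile 2.5, and needed at least 3 measured members. These percentiles describe the libraries and are not p-values. The lists held box C/D assembly factors, box C/D and box H/ACA snoRNAs, snoRNA host genes, ribosomal protein, ribosome biogenesis and splicing genes, pluripotency, trophectoderm, primitive endoderm, maternal oocyte and 2-cell zygotic genes, p53 targets, stress response, heat shock, G2M, S phase and replicative histone genes, mitochondrially encoded mRNAs, Y-linked, X-inactivation, X-chromosome and imprinted genes, polarity and compaction genes, and cumulus or granulosa and sperm markers. X-chromosome genes leave out the X-inactivation genes.

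A family of 6 relations across sets was tested on summed counts per set (log2 of TMM CPM + 1) by two-sided permutation of Pearson's r and Spearman's rho with 100000 resamples, or all pairings where fewer than 10 sets entered, and adjusted by the Benjamini-Hochberg method. Where sets fell into separate clusters, the family held the r within the cluster of at least 6 sets, and the r over all sets is given beside it. That no r over all sets is taken where sets fall into separate clusters was fixed before the data were examined. For Cdx2, however, r over all sets was computed first, with Pou5f1 passing, and the gap that counts as separate was chosen after that was seen: a largest gap over 2 times the next, with at least 3 sets on each side.

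Genes named in the text are Znhit3, Nanog, Pou5f1, Cdx2, Xist and the Y-linked genes, the 20 genes with the largest between-set share, the 15 genes with the largest within-set spread among those with a mean CPM of at least 20, and, for lists that stood apart or that the study concerns, the 2 members with the highest level and the 2 with the largest share. Any other gene named was chosen after its values were seen. Lists, tests other than those named below as chosen later, this rule and the other settings were fixed before the data were examined. These settings were other library filters (at least 8000 genes, or at least 10000 counts with no minimum of genes), DESeq2 1.42.0 size factors, no TMM factors, ERCC scaling, a pseudocount of 5 in place of 1, other minimum levels, genes detected as a covariate, the number in the title as a block, TPM, and leaving out each set. Leaving out rRNA genes, leaving out pseudogenes and leaving out each library in turn were chosen after seeing the data.

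The calculations were tested on simulated counts for 10022 genes. Set effects with an SD of 0.5 on the log2 scale lay above the 95th percentile of unchanged genes in 56.7% of genes, those with an SD of 1 in 80.6% and those with an SD of 2 in 97.0%. In a first run of 100 random lists of unchanged genes, 10% fell outside the limits for standing apart, above the nominal 5%. A run of 1000 lists, added after that outcome was seen, gave 5.4%. Genes were simulated independently, so this does not cover lists whose members vary together. Other calculations used numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.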

Results

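To follow gene expression in single cells of embryos from Znhit3 heterozygous parents, 96 blastomeres of 8-cell embryos were sequenced, in 12 title sets of 8. Znhit3 encodes a factor for assembly of box C/D snoRNP complexes, which modify ribosomal RNA. The 90 kept libraries held a median of 13957781 counts on genes (range 833006 to 18748629) and 14006 genes with a count (range 5773 to 15947). Protein-coding genes took 95.4% of the counts, processed pseudogenes 1.55% and rRNA genes 1.35%. R34, R35, R45 and R48 kept 7 libraries, R40 kept 6 and the other sets kept all 8. The libraries left out were number 8 of R34, R40, R45 and R48, number 4 of R35 and number 5 of R40. They had between 24041 and 978852 counts on genes and at most 4836 genes with a count.

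RNA content relative to spike-in was highest in R33 and lowest in R40. The median ratio of gene counts to ERCC counts was 2497 in R33 (range 1172 to 3950.0) and 1107 in R40 (range 387 to 1732), and these ranges overlapped. The median over all kept libraries was 1663. R40 also held the most rRNA, with a median of 12.1% of counts (range 2.45 to 37.9), whereas the medians of the other sets lay between 0.343% and 0.754% and 1 library of R42 reached 30.7%.

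Znhit3, the targeted gene (ENSMUSG00000020526, chromosome 11, 84910950 to 84916366 on the minus strand of GRCm38, protein coding), had a between-set share of 0.864, rank 18 of 10022 genes. Its summed level in CPM, with the 95% Poisson interval, was 531 in R33 (527 to 535), 20.9 in R34 (20.03 to 21.9), 9.32 in R35 (8.74 to 9.92), 5.18 in R39 (4.75 to 5.64), 807 in R40 (799 to 815) and 11.7 in R42 (11.1 to 12.4). It was 12.1 in R43 (11.5 to 12.7), 4.65 in R45 (4.21 to 5.12), 209 in R46 (206 to 212), 252 in R48 (248 to 255), 173 in R49 (170.2 to 175) and 122 in R50 (121 to 124). At least 1 count was present in 85 of the 90 kept libraries, that is in 6 of 7 in R34, 5 of 8 in R39, 6 of 7 in R45 and every kept library of the other sets. Of the libraries left out, number 8 of R34 held 8 counts, number 4 of R35 held 4, number 5 of R40 0, number 8 of R40 0, number 8 of R45 0 and number 8 of R48 0. Without number 6 of R35, the summed level of R35 was 5.64 CPM. Counts cover the whole gene, so reads outside a deleted part are included.

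**Figure D1:**
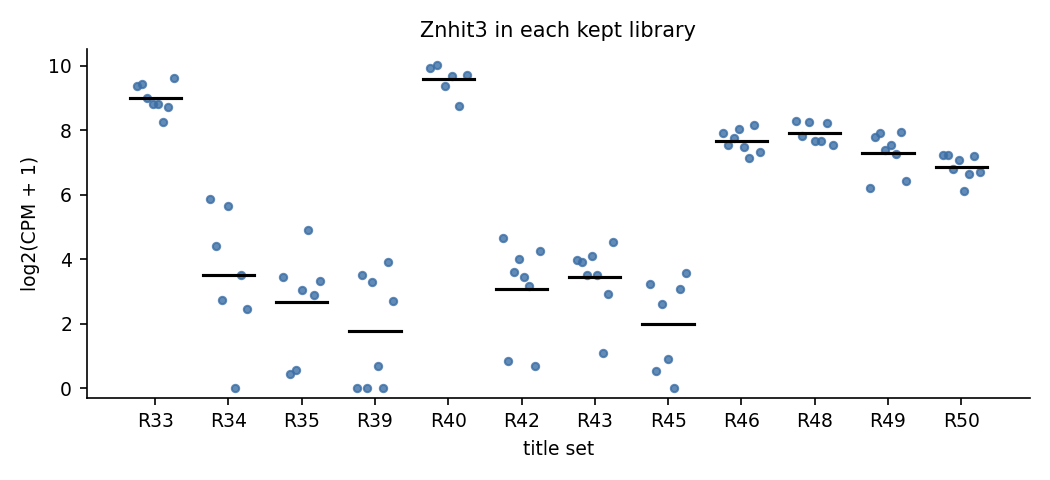
Znhit3 level of every kept library on the log2(CPM + 1) axis, by title set, where points are libraries and bars are set means. Libraries of R34, R39 and R45 include some at 0.

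Sex-linked genes differed between sets far more than within most of them. Y-linked genes, carried only by males, summed to 112 CPM in R39 (95% Poisson interval 110.0 to 114), 96.5 in R42, 89.9 in R34, 80.9 in R33 and 65.0 in R50. In R35, R40, R43, R45, R46, R48 and R49 they summed to between 0.0167 and 0.136 CPM, from 2 to 14 counts per set. In R42, 7 of 8 libraries had a Y-linked count. Xist, the RNA that coats an inactivated X chromosome, had the largest between-set share of the genes tested (0.954). Its summed level was 1217 CPM in R43, 1063 in R46, 516 in R49, 504 in R45, 422 in R48 and 234 in R35, and between 0.4997 and 6.79 CPM in R33, R34, R39, R40, R42 and R50. R40 was low in both, with 5 Y-linked counts and 6.79 CPM of Xist, of which 269 of 328 counts came from library number 4. Without that library, Xist in R40 was at 1.46 CPM. It was at 1.52 CPM in R39 without number 5 (from 4.95) and at 0.889 CPM in R42 without number 1 (from 1.38). The few Y-linked counts also came largely from 1 library in R40 (number 6, 3 of 5; 0.0426 CPM without it), R43 (number 3, 5 of 7; 0.0192 CPM) and R49 (number 4, all 2).

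Among single Y-linked genes, the highest set mean was 61.2 CPM in R39 for Uba1y, 19.98 CPM in R42 for Ddx3y, 19.5 CPM in R50 for Eif2s3y, 12.1 CPM in R33 for Usp9y, 8.95 CPM in R34 for Zfy2, 7.39 CPM in R39 for Uty, 5.33 CPM in R34 for Kdm5d and 4.12 CPM in R34 for Zfy1. In R34, Kdm5d was at 3.14 CPM without number 7 and 3.53 CPM without number 3, and Zfy1 at 1.32 CPM without number 7. Sry, the testis-determining gene, had no count in any kept library. The Y-linked list stood apart by between-set share (percentile 100, 3 measured genes), and its spread within sets was low (percentile 0.12), except with no minimum level (percentile 9.31). That spread pools all sets, and sets with almost no Y-linked counts add little variance. It therefore does not show even levels within sets that hold Y-linked signal. There, TMM-scaled levels of single libraries ranged from 43.33 to 183.6 CPM in R33 and 30.48 to 148.4 in R34. They ranged from 33.04 to 221.1 CPM in R39, 0 to 196.3 in R42 and 32.41 to 111.2 in R50. Genes of the X chromosome summed to 25695 ± 7278 CPM and stood apart as well (median share 0.323, percentile 100, 294 measured genes), with low spread within sets (percentile 0). Their examples were the ribosomal protein genes Rps4x (1802 ± 629 CPM, share 0.739) and Rpl10 (1611 ± 504 CPM, share 0.677), and Bex1 (share 0.923), which ranged from 0.0638 CPM in R42 (0 without number 8) to 387 CPM in R35. At least 1 Y-linked count was present in 63 kept libraries and at least 5 counts in 41.

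**Figure D2:**
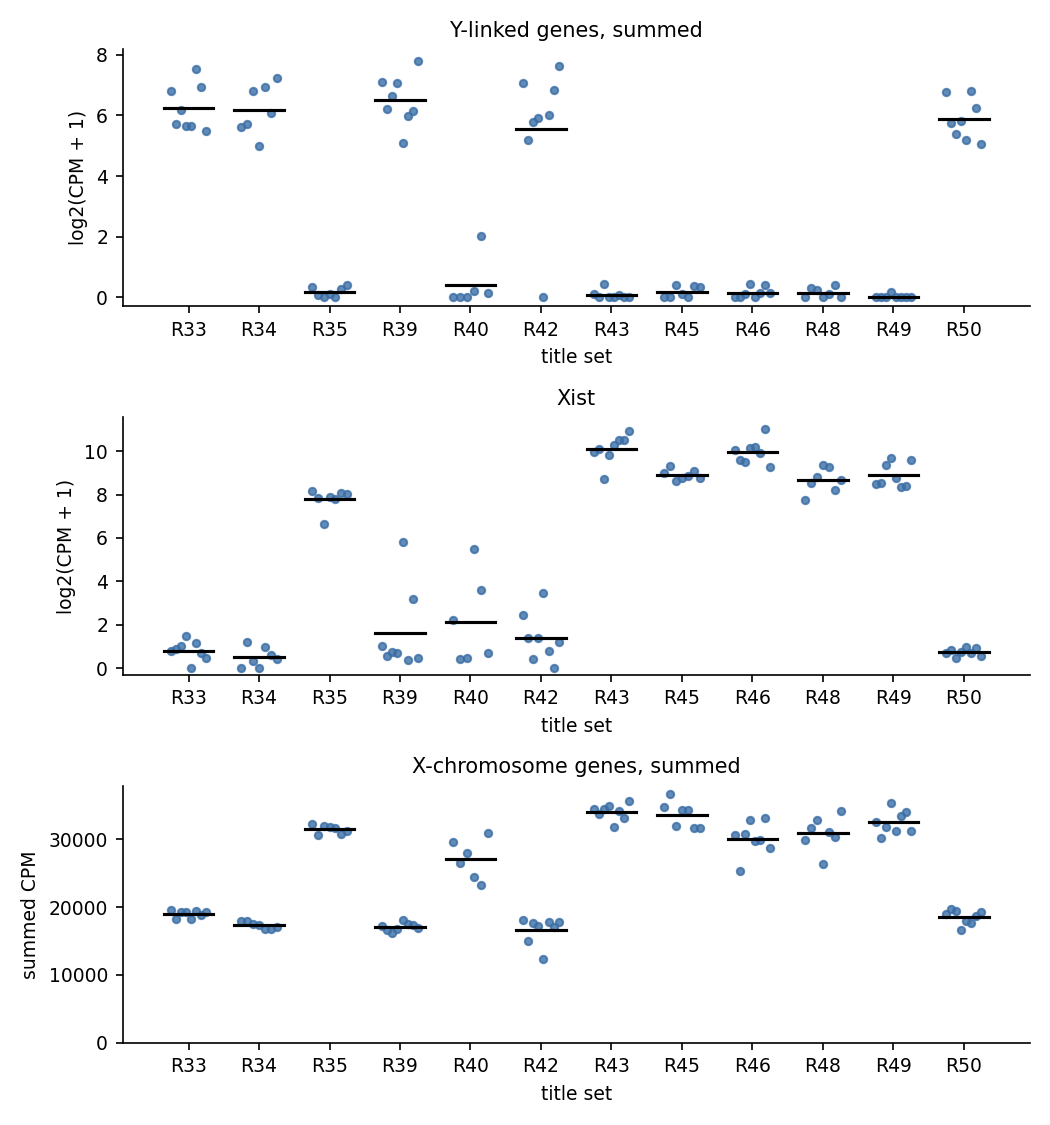
Y-linked genes (summed) and Xist on log2(CPM + 1) axes, and X-chromosome genes (summed CPM, linear axis from 0), per kept library by title set. Points are libraries and bars are set means. R33, R34, R39, R42 and R50 hold Y-linked signal, R35, R43, R45, R46, R48 and R49 hold Xist, and R40 holds little of either.

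Box C/D assembly factors, the partners with which ZNHIT3 acts, were similar in sum between sets, while single members differed. The 10 genes summed to 3289 ± 265 CPM (SD, n = 12 sets), and the list did not stand apart by between-set share (median 0.305, percentile 72.0) or spread (percentile 10.5), except that spread was low without R40 (percentile 1.18). Nop56, a core protein of the particle, ranged from 343 CPM in R40 to 1173 CPM in R35 (share 0.705). Nop58, its partner, ranged from 204 CPM in R46 to 466 CPM in R35 (share 0.623). Snu13, another core protein, ranged from 533 CPM in R43 to 1552 CPM in R40 (share 0.5683), or 1008 CPM in R40 without number 6. Box C/D snoRNAs were rare in these polyA libraries, and none reached a mean of 5 CPM. Their summed level lay between 6.48 CPM in R35 (95% Poisson interval 5.997 to 6.99) and 18.8 CPM in R49 (18.0 to 19.6). The mean over libraries was 16.4 ± 7.80 CPM, in which library number 5 of R42 was at 219 CPM and without which R42 fell from 36.8 to 10.8 CPM. Box H/ACA snoRNAs, which guide pseudouridylation, summed to 10.5 ± 5.09 CPM and had no measured member either.

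Host genes of snoRNAs summed to 515 ± 101 CPM, from 288 CPM in R35 to 634 CPM in R45. Their between-set share did not stand apart (percentile 62.8), and their spread within sets was low (percentile 0.03). That call ended with at least 8000 genes per library (percentile 4.32) and with TPM (percentile 83.9). Gas5, a host of box C/D snoRNAs, was at 186 ± 55.1 CPM, Snhg1 at 83.6 ± 16.6 CPM and Snhg14 at 5.77 ± 4.05 CPM.

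Ribosomal protein genes summed to 101606 ± 12848 CPM, from 78332 CPM in R34 to 116576 CPM in R50. Their within-set spread was low (percentile 0, the same call in 25 of 25 other settings). Rplp0, of the large subunit stalk, was at 4450.4 ± 556 CPM and Rpl41 at 4077 ± 495 CPM. The largest shares among members were those of Rps3a2 (0.775), annotated as a processed pseudogene, and Rps4x (0.739). The between-set share of the list (median 0.347, percentile 83.4) did not stand apart, but it did so in 8 of 25 other settings, among them without R40 (percentile 100) and without R42 (percentile 99.2).

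Ribosome biogenesis genes summed to 12184 ± 1387 CPM and did not stand apart (share percentile 56.6, spread percentile 13.0), except that spread was low in 4 of 25 other settings, among them without R42 (percentile 0.35). Splicing genes summed to 8549.6 ± 771 CPM, lowest at 6874 CPM in R40, and did not stand apart either (share percentile 28.9, spread percentile 75.9). Hnrnpa1 (899 ± 199 CPM) and Hnrnpc (631 ± 155 CPM), which encode RNA-binding proteins, were the highest members. Snrpc (share 0.570) and Snrpd1 (share 0.525), which encode proteins of spliceosomal particles, had the largest shares.

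Pluripotency genes differed between sets more than genes of like level (median share 0.394, percentile 99.6, 19 genes). Pou5f1, which encodes OCT4, ranged from 269.8 CPM in R40 to 1806 CPM in R43 (share 0.752). Dppa5a ranged from 456 CPM in R40 to 3437 CPM in R46 (share 0.770), and Dppa3, also called Stella, from 2401 CPM in R39 to 3624 CPM in R34. Nanog was at 15.1 ± 13.0 CPM, from 0.554 CPM in R43 to 43.5 CPM in R34, with a count in 58 of 90 libraries. In R40, all 113 Nanog counts lay in library number 2, so that none remained without it. The summed Nanog level moved from 7.11 to 4.40 CPM in R39 without number 4, 0.489 to 0.0565 CPM in R43 without number 7, 28.2 to 18.2 CPM in R45 without number 6, 11.9 to 7.52 CPM in R46 without number 6, 7.19 to 4.76 CPM in R48 without number 6 and 2.89 to 1.57 CPM in R50 without number 7. The share call of the list ended with at least 8000 genes per library (percentile 93.2), with at least 10000 counts (percentile 95.3), with ERCC scaling (percentile 87.3) and without R35 (percentile 97.3). Spread within sets was high too (percentile 98.7), but not in 6 of 25 other settings, among them without R40 (percentile 97.3) and without R42 (percentile 95.6).

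Trophectoderm genes, markers of the outer lineage, varied strongly among blastomeres of the same set (median spread 0.85 log2 above the trend, percentile 100, 15 genes), in 25 of 25 other settings. Cldn4, a tight junction claudin, was at 1169 ± 519 CPM with a spread of 2.20, Tead4 at 340.3 ± 122 CPM with 1.34 and Krt8, a keratin, at 187 ± 117 CPM with 1.66. Cdx2 was at 4.48 ± 3.77 CPM, below the level needed for a share, and had a count in 27 of 90 libraries. The between-set share stood apart too (median 0.327, percentile 98.4), but not without (percentile in brackets) R39 (97.2), R40 (85.4), R43 (95.4), R46 (95.04) or R48 (94.5). Primitive endoderm genes had high spread (percentile 99.6, 5 genes) and no call for share (percentile 57.9). Of these, the transcription factor genes Gata6 and Gata4 were at 272 ± 112 CPM and 46.0 ± 36.1 CPM. Their spread call ended with no minimum level (percentile 96.3), with a mean of at least 20 CPM (94.5) and with TPM (86.7).

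Across all genes, sets differed more than chance gives. The median between-set share was 0.228 against 0.124, and 516 genes (5.15%) had a share of at least 0.5. Of 21 lists with a value, 8 stood apart with a high share and 1 with a low share. By chance 1.05 would, if the members of a list varied independently, which they need not do. ERCC sequences had a median share of 0.160, against 0.217 for genes of like mean. Genes with a share of at least 0.5 numbered 840 with at least 8000 genes per library and 258 with at least 10000 counts.

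Besides Xist, Bex1 and Znhit3, the genes with the largest shares were mostly processed pseudogenes or genes nearly missing from R40. Elovl6, a fatty acid elongase (2.89 CPM in R40 and 362 CPM in R42), Tagln2, which encodes transgelin-2 (0.767 CPM in R40 and 468 CPM in R42), and Csrp1, a LIM-domain protein (2.28 CPM in R40 and 316 CPM in R43), were nearly missing from R40. In R40, Elovl6 was at 0.843 CPM without number 6, Tagln2 at 0.347 CPM without number 1 and Csrp1 at 1.47 CPM without number 4. The pseudogenes were Rps15a-ps6, Gm10163, Gm10240, Rps15a-ps7, Gm13370, Rps15a-ps5, Rpl15-ps6, Rpl15-ps2, Gm7993, Rps7-ps3, Rnps1-ps, Glns-ps1 and Gm4949. Rps15a-ps6 (share 0.9502) ranged from 3.53 CPM in R40 to 86.3 CPM in R43. Tpm3-rs7, a protein-coding gene related to Tpm3, ranged from 15.6 CPM in R42 to 178 CPM in R33. Such copies can share reads with their parent genes, so their values are uncertain.

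Targets of p53, the transcription factor of the DNA damage response, had a median share of 0.504 (percentile 100, 20 genes), with the same call in 25 of 25 other settings. They summed to between 1971 CPM in R34 and 5081 CPM in R43. Ccng1, which encodes cyclin G1, was at 4.34 CPM in R35, 5.52 in R34 and 6.52 in R40, and at 178 in R50, 182 in R42 and 218 in R43 (share 0.778). It was at 2.65 CPM in R35 without number 6 and 3.93 CPM in R40 without number 7. Cdkn1a, the p21 inhibitor of cell cycle kinases, ranged from 132 CPM in R40 to 1467 CPM in R42 (share 0.627), and Perp from 0.248 CPM in R40 to 167 CPM in R43. Rps27l was at 592 ± 147 CPM. Spread within sets did not stand apart (percentile 58.3).

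Mitochondrially encoded mRNAs differed between sets (median share 0.594, percentile 100, 13 genes, the same call in 25 of 25 other settings). Their sum ranged from 1166 CPM in R34 to 7319 CPM in R48, with mt-Co1 at 844 ± 571 CPM, mt-Nd1 at 629 ± 405 CPM and mt-Co3 at 137 ± 95.8 CPM. Their spread was at percentile 45.9 and was low with at least 10000 counts (percentile 0.5) and with ERCC scaling (0.5). Genes of the 2-cell zygotic wave, which are transient in normal development, stood apart (median share 0.359, percentile 99.97) and were highest in R40, the set with the most rRNA, at 3928 CPM in sum against 520.0 CPM in R33. Tdpoz4 was at 871 CPM, Sp110 at 623 CPM and Zfp352 at 244 CPM in R40. This call ended without R40 (percentile 96.9) and with ERCC scaling (87.3). Their spread was at percentile 37.2, high in some settings (percentile 99.6 with TPM) and low with a mean of at least 20 CPM (0.28).

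Imprinted genes, expressed from 1 parental allele, stood apart by spread (percentile 99.95, 23 of 25 other settings) and by share (percentile 99.1, 13 of 25 other settings). The share call ended without (percentile in brackets) R33 (95.7), R35 (96.9), R40 (62.5), R45 (93.7), R46 (97.3), R49 (96.9) or R50 (91.0). It also ended with no minimum level (34.5), with ERCC scaling (71.9) and with at least 10000 counts (72.6), among other settings. Phlda2 was at 508 ± 225 CPM, Igf2r at 514 ± 182 CPM and Gab1 at 43.6 ± 23.5 CPM. Polarity and compaction genes had a low share (median 0.169, percentile 0.7) in 13 of 25 other settings, and it was not low without (percentile in brackets) R33 (4.57), R35 (6.05), R43 (9.75), R48 (3.73), R49 (3.06) or R50 (3.24). The share moved farther with a mean of at least 20 CPM (85.2), TPM (64.25), at least 10000 counts (45.3) and at least 8000 genes (43.8). Their spread was at percentile 93.0 and passed the limit in 4 of 25 other settings. Cdh1, encoding E-cadherin, was at 228 ± 54.6 CPM, Wwtr1 at 215 ± 73.2 CPM, Cldn6 at 104 ± 100.03 CPM and Prkcz at 75.9 ± 25.2 CPM.

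**Figure D3:**
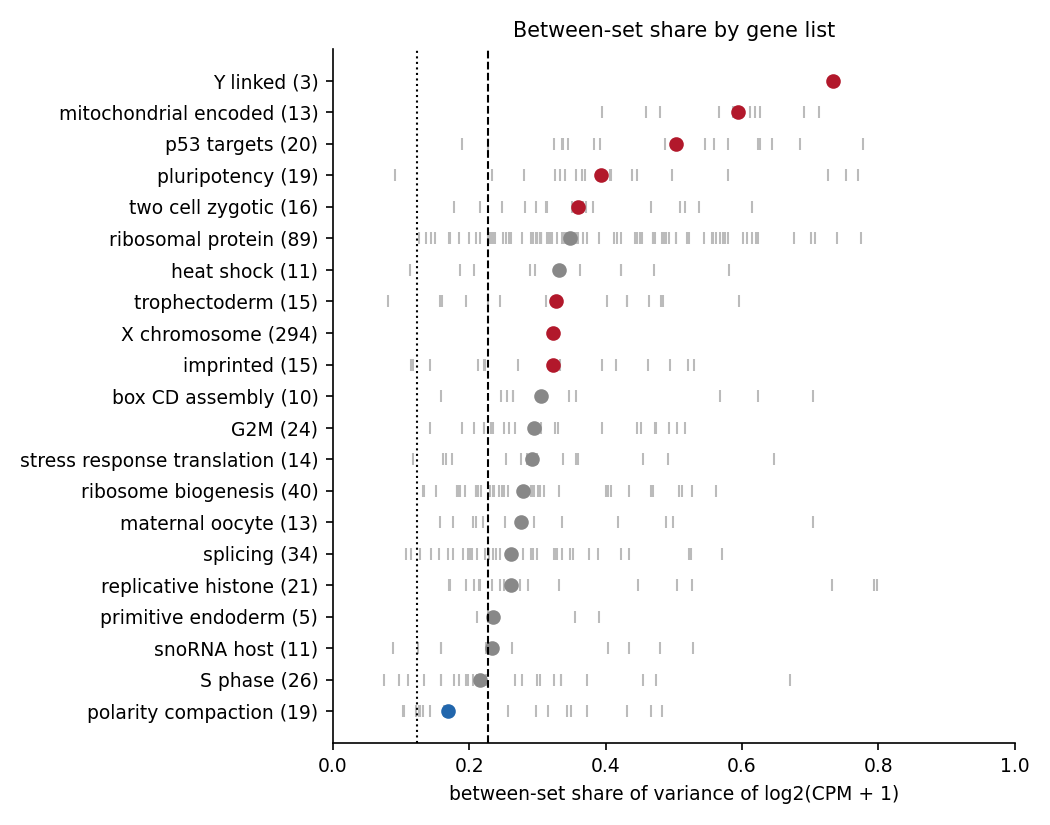
Between-set share of the variance of log2(CPM + 1) for 21 gene lists, with the number of measured genes in brackets. Large points are list medians (red, high against matched lists; blue, low; grey, not apart), ticks are members (not drawn for X-chromosome genes), the dotted line is chance at 0.124 and the dashed line the median gene at 0.228.

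Stress response genes varied among blastomeres of a set (spread percentile 99.7, 24 of 25 other settings). Phgdh, an enzyme of serine synthesis, was at 2023 ± 737 CPM with a spread of 1.89, Psat1 at 687 ± 135 CPM and Ddit3 at 28.1 ± 23.2 CPM. Heat shock genes, which encode chaperones, varied likewise (spread percentile 98.6, 14 of 25 other settings), but not without (percentile in brackets) R42 (95.8), R43 (95.5), R45 (95.9), R49 (97.0) or R50 (95.7). Hsp90ab1 was at 5068 ± 1044 CPM, Hspa8 at 4966 ± 869.6 CPM and Hsp90aa1 at 3001 ± 1009 CPM. Neither list stood apart by share (percentiles 89.5 and 93.8), but stress response genes did in 1 of 25 and heat shock genes in 2 of 25 other settings, the latter including leaving out R40 (percentile 97.7).

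Replicative histone genes ranged in sum from 47.6 CPM in R34 to 1722 CPM in R42, and R40 was at 1295 CPM. Each fell by over 2 times without 1 library rich in rRNA, though both stayed above the other sets. R42 was at 739 CPM without number 2 (30.7% rRNA) and R40 at 588 CPM without number 4 (37.9% rRNA). Hist1h2ap (130.2 ± 73.8 CPM, share 0.798) and Hist1h2ao (121 ± 68.7 CPM, share 0.793) were the members with the highest level and share. Spread of the list was low (percentile 1.95) in 10 of 25 other settings and high with no minimum level (percentile 100). It was not low without (percentile in brackets) R33 (6.27), R34 (4.29), R35 (8.1), R43 (2.76), R45 (4.45), R48 (2.7) or R49 (3.97). Its share, at percentile 96.5, passed the limit in 15 of 25 other settings, among them without R34 (at the limit), R35 (97.8), R39 (98.1), R42 (99.0), R43 (98.3), R45 (97.7), R46 (97.8) or R48 (97.8). G2M genes (8482 ± 1441 CPM, share percentile 72.4, spread percentile 15.2) and S phase genes (3774 ± 216 CPM, share percentile 7.47, spread percentile 83.7) did not stand apart, except G2M genes by share without R40 (percentile 98.4).

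The largest spread within sets among genes with a mean of at least 20 CPM belonged to the rRNA gene CT010467.1 (4.94 log2 above the trend). It was followed by Gm50387 (2.51), Alppl2 (2.45), Id3 (2.30), Hspb1 (2.21), Cldn4 (2.20), Tmem229b (2.20), Phlda2 (2.17), Rbm42 (2.07), Gnas (2.05), Actb (1.98), Fbxo31 (1.93), Ckb (1.91), Srrm2 (1.91) and Phgdh (1.89). Of these, Alppl2, an alkaline phosphatase, was at 6486 ± 1121 CPM, Id3, an inhibitor of helix-loop-helix factors, at 149 ± 98.6 CPM and Actb, which encodes beta-actin, at 3638 ± 1356 CPM. ERCC sequences varied less than genes: the within-set variance was below that of genes of like mean for 10 of 11 (median 0.739 against 2.54).

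Of the 6 relations across sets, none passed by Pearson's r after adjustment when those with Cdx2 were limited to 1 cluster of sets, by a gap chosen after r over all sets was seen. Summed Cdx2 levels fell into clusters, with 5 between 0.11 and 1.36 and 7 between 2.52 and 3.53 on the log2 scale. These levels rest on few libraries: 1 library held all counts in R34 (number 2, 55 counts), R35 (number 1, 83 counts), R39 (number 7, 23 counts), R40 (number 4, 4 counts) and R45 (number 1, 817 counts), and the Cdx2 level of each of these sets was 0 without it. The summed level moved from 5.95 to 3.77 CPM in R33 without number 6, 7.502 to 3.99 CPM in R42 without number 7, 4.72 to 1.27 CPM in R43 without number 4, 10.1 to 3.24 CPM in R46 without number 5, 1.57 to 0.707 CPM in R48 without number 1 and 7.14 to 3.88 CPM in R50 without number 1. Leaving out number 1 of R45 or number 4 of R43 put that set in the lower cluster. The clusters were no longer separate in 12 of 90 cases of 1 library left out, namely R33 number 6, R35 number 1, R42 number 7, R43 number 3, R46 number 5, R48 number 2, R48 number 3, R48 number 4, R48 number 5, R48 number 6, R49 number 1 and R50 number 1. Within the 7 upper sets, Cdx2 had r = 0.552 with Nanog (exact two-sided permutation p = 0.193, adjusted 0.387; rho = 0.393, p = 0.396, adjusted 0.791), and r was 0.168 without R43 and R46 and 0.119 without R43 alone. Within the same sets it had r = -0.478 with Pou5f1 (exact permutation p = 0.289, adjusted 0.395; rho = -0.179, p = 0.713, adjusted 0.937), and r was 0.347 without R43 and R46 and 0.238 without R43 alone. Over all 12 sets, Cdx2 and Pou5f1 rose together, with r = 0.707 (permutation p = 0.00286, adjusted 0.0172; rho = 0.643, p = 0.0279, adjusted 0.0838), opposite to the direction within the upper sets. It was 0.686 to 0.712 in the cases without separate clusters and 0.668 without R40 (permutation p = 0.0198). Over all sets, Cdx2 and Nanog had r = 0.0585 (permutation p = 0.856). Nanog and Pou5f1 had r = 0.0520 over 12 sets (permutation p = 0.877, adjusted 0.877; rho = -0.0210, p = 0.956, adjusted 0.956), and r was -0.423 without R40 and R43. With 1 set left out, it became 0.220 without R34, -0.561 without R40, 0.315 without R43 and -0.00833 without R45, among other shifts.

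Ribosomal protein genes and box C/D snoRNAs had r = 0.647 over 12 sets (two-sided permutation p = 0.0248, adjusted 0.149) and passed by rank only (rho = 0.755, p = 0.00671, adjusted 0.0403, permutation). The r was 0.901 without R34 and R40, and 0.917 without R40 alone, where it passed (adjusted permutation p = 0.00198). By summed counts, on which the relation rests, R40 was lowest in ribosomal protein genes (16.18 on the log2 scale), whereas by the mean over libraries it was at 104657 CPM, above the mean of sets. With the mean of log2 values per set, r was 0.840 and passed (adjusted permutation p = 0.00606). The rank relation no longer passed in most other settings, for example without TMM factors (adjusted permutation p = 0.154) or without R48 (adjusted p = 0.150). Box C/D snoRNAs lay at 2.90 to 3.81 in 6 sets and at 4.25 to 4.37 in 6. This gap missed the rule for separate clusters. Within the lower and upper sets, looked at after the gap was seen, r was 0.759 (exact permutation p = 0.0903) and 0.649 (exact permutation p = 0.142). Summed Znhit3 levels were 4.65 to 20.9 CPM in the lower sets and 122 to 807 CPM in the upper sets. The r over all sets thus mixes these groups. Over blastomeres within title sets, the median r was -0.0171, positive in 6 of 12 sets.

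Maternal and 2-cell zygotic genes had r = -0.341 (permutation p = 0.329, adjusted 0.395; rho = 0.0909, p = 0.781, adjusted 0.937), which became 0.402 without R34 and R40 and 0.279 without R40 alone. Targets of p53 and stress response genes had r = 0.441 (permutation p = 0.155, adjusted 0.387; rho = 0.3497, p = 0.265, adjusted 0.791), and r was 0.460 without R34 and R35 and, with 1 set left out, 0.289 without R40 and 0.609 without R48 (permutation p = 0.0465, adjusted 0.139).

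**Figure D4:**
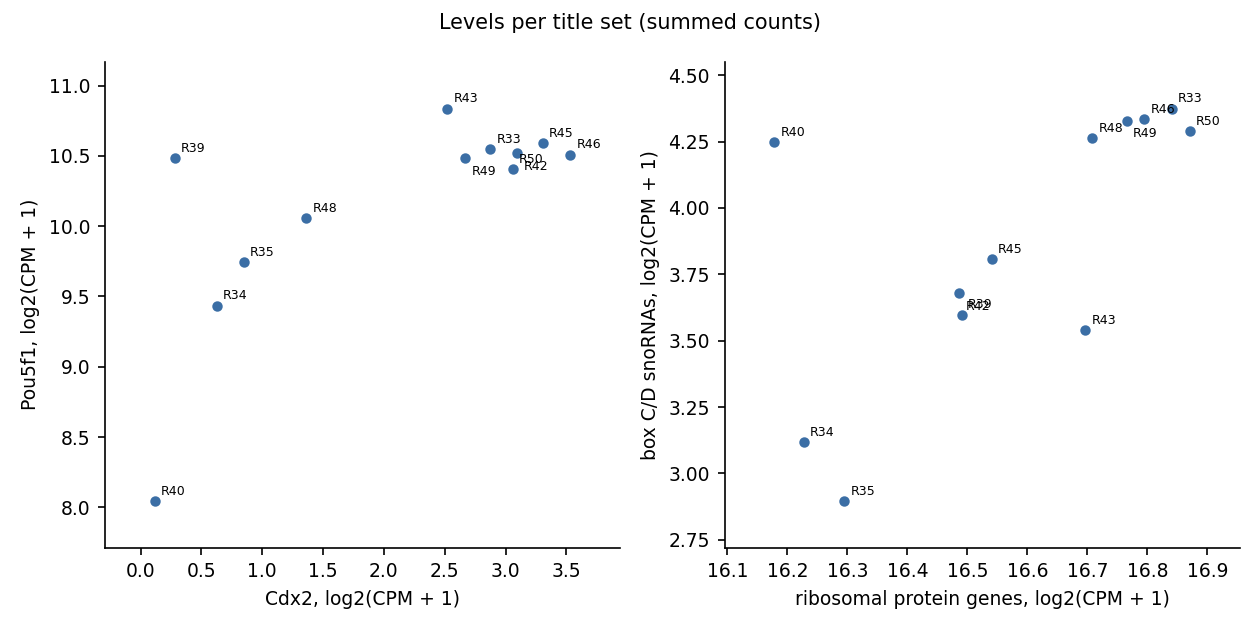
Levels per title set from summed counts on log2(CPM + 1) axes, 1 point per set. Left, Cdx2 and Pou5f1, with 5 sets at 1.36 or less and 7 at 2.52 or more on the Cdx2 axis. Right, ribosomal protein genes and box C/D snoRNAs, with R40 lowest in ribosomal protein genes by summed counts and among the higher sets in box C/D snoRNAs.

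Markers of cumulus, granulosa and sperm cells were low. Cumulus and granulosa genes summed to 20.6 ± 14.8 CPM, from 2.30 CPM in R40 to 52.3 CPM in R50 (R40 at 1.47 CPM without number 3 and 1.29 CPM without number 4), with 1 measured gene. Sperm genes summed to 5.32 ± 2.51 CPM with no measured gene. Maternal oocyte genes, which mark RNA left from the egg, summed to 1287 ± 447 CPM, from 736 CPM in R40 to 1963 CPM in R45, and did not stand apart by share (percentile 92.9) or spread (percentile 73.2), except by share with a mean of at least 20 CPM (percentile 98.3) and by spread with TPM (97.6). X-inactivation genes summed to 722 ± 432 CPM and had only 2 measured members.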

Values the study reported

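The study used 82 of the 96 single blastomeres of 8-cell embryos in its downstream analysis. It amplified their cDNA with 17 PCR cycles.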

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

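The tests on ERCC sequences, on Y-linked genes and on the stage lists were chosen only after their results were seen, as were the measures and the 4-fold gap used to find sets or libraries apart. Within each set, 6 measures were checked for a library far from the others, in 72 groups. This found 16 values, where chance gives about 1 in 20 groups, or 3.6, if values within a set are normally distributed. That need not hold for counts, ratios and percentages. The measures also overlap, so the 16 values are not independent. Counts on genes were far below the others in R40 number 6 (1309731), R48 number 4 (5633678) and R50 number 5 (10315291). Genes with a count were few in R39 number 5 (10167), R40 number 6 (5773), R42 number 5 (6851) and R48 number 4 (9503), and many in R35 number 5 (15947), R45 number 7 (15147) and R50 number 6 (14796). R35 number 5 also had a high ratio of gene to ERCC counts (4528). The share of mitochondrially encoded mRNA was high in R33 number 2 (0.537%), R40 number 6 (1.13%), R42 number 5 (1.83%) and R50 number 6 (0.922%). The Znhit3 level was low for its set in R43 number 6 (1.08 on the log2 scale).

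Genes differed between sets more than chance gives. The ERCC sequences speak only weakly against library preparation as the whole cause. Of these, 11 of 11 had a lower between-set share than genes of like mean (median 0.160 against 0.217), although their median was itself above chance. They were scaled by the ERCC total of each library, so overall differences in capture or amplification cancel and the 11 are not independent. Differing numbers of genes detected are argued against because 112% of the excess over chance stayed with that covariate. A candidate explanation is that each set holds blastomeres of 1 embryo or of embryos of 1 sex. The ground for it is that 4 of 90 libraries differed from the majority of their set in having at least 5 Y-linked counts. Of these, 1 each lay in R35, R43 and R46, where no library was above 0.358 CPM. The other was number 5 of R42, with no Y-linked count and only 833006 counts on genes. This count bears on sex-linked signal alone, so it cannot show that embryo or sex raised the share of the median gene. Genotype stays open as well. The parents were heterozygous for the null allele, so sets can differ in genotype. The labels do not give it, so its part cannot be told apart from other differences between sets. Batch effects that act on cells and not on ERCC RNA also stay open, and no other biological explanation was tested.

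R40 stood apart: 217 genes lay at least 4-fold below every other set and 63 at least 4-fold above, where no other set had more than 6 on a side. Low depth could hardly be tested, since 5 of the 6 kept R40 libraries had at least 8000 genes and also served to pick these 280 genes. Those 5 kept 95.3% of the median difference (3.61 against 3.78 on the log2 scale), so number 6 alone did not carry it. A high rRNA share could hardly be tested either. The 3 R40 libraries with the least rRNA kept 97.1% of the median difference. However, these also served to pick the genes and still held more rRNA than the median of any other set. An earlier stage may account for it, since the R40 differences of 2-cell zygotic genes lay at percentile 100 (median 2.76) and those of maternal oocyte genes at percentile 99.96 (median 0.85), while the summed level of the maternal list was lowest in R40. However, 5 of 16 2-cell zygotic genes were themselves among the 63 above, against 0 of 13 maternal genes. The 2-cell zygotic list is thus not independent of the pattern. The labels give every library as 8-cell, and damage to RNA or cells of another kind stays open, as no other biological explanation was tested.

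Pseudogenes, with processed and unprocessed ones counted together, made up 27 of the 100 genes with the largest share but 4.62% of all genes tested. Reads of the parent gene counted at the copy may explain it: in 100% of 124 pseudogenes the within-set correlation with the own parent exceeded the median with other parents (median r 0.767 against 0.116). A sequence difference between parental strains that moves reads to several copies is a candidate source of the differences between sets. Ratios of copies to their parent correlated across sets with a median r of 0.610 for 60 pairs of 1 parent on different chromosomes, against 0.0348 for pairs of different parents, though a ratio to a shared parent can itself correlate. Reads were not examined, and no biological explanation was tested.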

How the results depend on the processing

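The tests without rRNA genes and without pseudogenes were chosen after seeing the data, as was the gap that limits the Cdx2 relations to 1 cluster. The r of Cdx2 with Pou5f1 over all sets, computed before that gap was chosen, was 0.707 and passed. Leaving out rRNA genes or pseudogenes moved the values of share and spread little, although leaving out rRNA ended calls of 4 lists, such as that of imprinted genes by share (percentile 96.6). The median between-set share (0.228) became 0.195 with at least 10000 counts, 0.270 with ERCC scaling and 0.139 with no minimum mean CPM. It lay between 0.215 and 0.244 when each set was left out. Genes with a share of at least 0.5 (516) became 258 with at least 10000 counts and 840 with at least 8000 genes, and ranged from 429 (without R40) to 763 (without R42). The median within-set variance (1.82) became 2.68 with at least 10000 counts, 0.834 with a pseudocount of 5, 0.206 with no minimum mean CPM, 1.30 with a mean CPM of at least 20, 1.48 with genes detected as covariate and 1.48 with TPM, and lay between 1.64 and 1.90 when each set was left out. Y-linked expression fell from 63 to 41 kept libraries with at least 5 counts required. The r of ribosomal protein genes with box C/D snoRNAs passed after adjustment with mean log2 values per set (0.840), and ranged from 0.553 (without R34) to 0.917 (without R40) when each set was left out, passing only without R40. The low spread of replicative histone genes turned high with no minimum mean CPM (percentile 100). The cause of these moves was not tested. For lists that stood apart, 35 of 220 combinations of list and setting ended the call for share and 40 of 270 that for spread, where 1 more reversed it. As a replicate block, the number in the title gave a median share of 0.246 and 683 genes with a share of at least 0.5. Kept libraries of the same number did not deviate together (median r 0.00625 over 468 pairs, none over 0.1). Libraries left out did not enter this, among them number 8 of R34, R40, R45 and R48. What the number stands for stays open.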

Other observations

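R40 differed from the other sets in further gene groups, beside the most rRNA (median 12.1% of counts, range 2.45 to 37.9) and the lowest median ratio of gene to ERCC counts (1107). The median difference of R40 from the median of the other sets was -2.25 on the log2 scale (matched lists -0.66, percentile 0) for trophectoderm genes, -1.69 on the log2 scale (matched lists -0.73, percentile 0.02) for p53 targets, -1.53 on the log2 scale (matched lists -0.66, percentile 0.03) for pluripotency genes and 1.92 on the log2 scale (matched lists -0.25, percentile 99.99) for replicative histone genes. It was 0.47 on the log2 scale (matched lists -0.71, percentile 100) for mitochondrially encoded mRNAs and -0.20 on the log2 scale (matched lists -0.70, percentile 100) for ribosomal protein genes, so the latter fell less in R40 than matched lists. It was -1.40 on the log2 scale (matched lists -0.58, percentile 0.74) for imprinted genes and -1.41 on the log2 scale (matched lists -0.69, percentile 1.85) for heat shock genes. For X-chromosome genes it was -0.36 on the log2 scale (matched lists -0.63, percentile 99.97). Their sum in R40 (27131 CPM) lay below the sets that hold Xist (30107 to 34052) and above those with Y-linked signal (16612 to 19021). The X-chromosome difference thus depends on the mix of the other sets and is no trait of R40 alone. Without number 6, mitochondrially encoded mRNAs in R40 summed to 3154 CPM, down from 5120 CPM. The genes named here were chosen after their values were seen. Those farthest below were Tagln2 (-7.70), Utf1, a pluripotency factor (-7.44), Steap3 (-7.04), Ly6a (-6.91) and Elovl6 (-6.83). Those farthest above were Chit1 (7.65), Zfp352 (6.81), Tdpoz8 (6.49) and Gm8300 (6.32). Fgf4, also on the pluripotency list, was above by 4.99.

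Summed levels of X-chromosome genes differed by set. They were 19021 CPM in R33, 17341 in R34, 17082 in R39, 16612 in R42 and 18539 in R50. They were 31451 CPM in R35, 27131 in R40, 34052 in R43, 33623 in R45, 30107 in R46, 30898 in R48 and 32478 in R49.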
